A study of Homo sapiens with 15 samples. Its data were reported in "NuRD subunit CHD4 regulates super-enhancer accessibility in rhabdomyosarcoma and represents a general tumor dependency" (2020).

How the data were processed

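ChIP-seq and DNase I hypersensitivity (DNase) assays were performed in RH4 cells, an established line of fusion-positive rhabdomyosarcoma, a soft tissue tumor of childhood driven by the fusion transcription factor PAX3-FOXO1 (P3F). The 15 libraries were assigned to groups by the target, condition and short hairpin RNA named in the labels, with 1 library per group. Of these, 7 came from cells without a hairpin: P3F, RBBP4 (a histone-binding subunit of the NuRD complex), CHD4nFlag (the remodeler CHD4 carrying a Flag tag at its N-terminus), H3K9ac, H3K9me1, H3K9me3 and a control immunoprecipitation with the anti-Flag antibody, called the Flag IP control here. The other 8 were pairs of a scrambled hairpin (shScr) and a hairpin against CHD4 (shCHD4) for P3F, DNase, RNA polymerase 2 (Pol2) and H3K27ac. The labels give 48 h of hairpin expression for P3F, DNase and H3K27ac and no time for Pol2.

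Per the submitters' processing notes, reads were mapped to hg19 with BWA 0.7.10, peaks were called with MACS2 2.1.0, and HOMER 4.8.2 was listed as a further tool. The study's methods state that duplicate reads were kept, that peaks were called with the narrow setting on each library, and that peaks over ENCODE blacklist regions were discarded. The start of the lists differed: the lowest −log10 p deposited was about 7 in most lists, about 9 in both H3K27ac lists and about 11 in the CHD4nFlag, RBBP4 and untreated P3F lists. The fold enrichment of each peak is the authors' own value, the ratio of the summit pileup to the local background of that library. The −log10 p and the −log10 q of each peak are likewise those deposited by the authors. The deposited score was the whole part of 10 times the −log10 p and was not used. Fold enrichment and −log10 p mainly served to describe, rank or filter peaks within their own list. Ranks from lists of different lengths show no change. Exceptions were the depth estimates below and the clusters on the union of both H3K27ac lists, which pooled fold values of both libraries. Counts of peaks above a common fold enrichment or −log10 p were also compared between lists.

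The lists held 406697 peaks, and 0 intervals were repeated within a list. Overlaps were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, intervals with scipy 1.17.1 and plots with matplotlib 3.10.9. A peak was counted as overlapped, or kept in the paired list, when it shared at least 1 bp with a peak of the other list. Shares carry 95% Wilson intervals, and differences between paired shares at the same sites carry 95% normal intervals from the numbers of sites that lost and gained a peak. Both cover counting error only, because neighbouring peaks are not independent and no group had a second library. For this reason no p-value is given. Chance overlap was the mean over 1000 random circular shifts of 1 list along each chromosome. Kept shares were also compared after matching peak height, by weighting the comparison peaks to the same spread over 5 equal groups of −log10 p. H3K27ac clusters were built from all peaks of the shScr list, stitched within 12.5 kb and ranked by the sum of fold enrichment times width. Clusters beyond the point where the scaled rank curve reached a slope of 1 were called large, which is the logic of the ROSE tool but without the removal of peaks near transcription start sites. Overlap counting, height matching and depth recovery were tested on simulated data: 2911 of 2911 intervals gave the overlap of a brute-force count. A planted difference of -17.55 percentage points over 20000 simulated peaks came back as -17.55. That match does not test the height matching, which weights only the comparison peaks. With no planted effect, the height-matched difference was 0.615 points.

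Peak lists give no read totals, so sequencing depth was estimated from the relation between fold enrichment and p in each list, which fixes the pileup and the background at a summit when the pileup is a whole number of reads. In every list tried except Pol2 shCHD4, 100% of 400 peaks gave whole pileups within 0.01 reads, and the background of the genome then gave the depth, assuming a genome of 2.7 Gb and a fragment as long as the narrowest peak. In the Pol2 shCHD4 list only 9.75% were whole, and pileups became whole after division by a scaling factor of 0.778. H3K9me1, with 70 peaks, was below the minimum of 1000 peaks for this estimate. These depths are estimates and were not used to normalize any value.

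The alternatives chosen before the data were examined were a −log10 p of at least 10, a fold enrichment of at least 5, 50% of the length covered as the overlap, equal numbers of strongest peaks in both lists of a pair, removal of CHD4nFlag peaks that overlap the Flag IP control, the P3F shScr list in place of the untreated one, stitching within 5 kb, and clusters defined on the union of both H3K27ac lists. A −log10 p of at least 11, clusters defined on the shCHD4 list, 50 height groups instead of 5, height matching of P3F peaks that lay outside control peaks, and the removal of 1 Mb bins with at least 50 Flag IP control peaks (dense bins) were added after seeing the data. The same holds for the analysis of site classes before and after CHD4 silencing. Regions named below were set by a rule fixed before the data were examined: by hg19 coordinates, the 3 peaks of highest −log10 p of each list, the 3 strongest present in only 1 list of a pair, and the 5 highest-ranked large clusters, from which a selection is given. The reference annotation at hand was of another build than hg19, so coordinates were not matched to genes, no distances to transcription start sites were computed and no gene names are given. Drosophila spike-in reads, which the study used to scale signal tracks, were not analysed here. The amount of CHD4 left after silencing cannot be read from peak lists.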

Results

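The data describe where the fusion transcription factor P3F, the nucleosome remodeler CHD4 and its NuRD partner RBBP4 were found on the genome of RH4 rhabdomyosarcoma cells, and what became of open chromatin, P3F, Pol2 and H3K27ac when CHD4 was silenced. Untreated or control cells gave 7 peak lists, and 4 assays were done in both shScr and shCHD4 cells. Each group had 1 library, so no difference below has a replicate check, and intervals are 95% Wilson intervals for counting error. The estimated depth in megareads (M) was 22.4 M for CHD4nFlag, 19.8 M for RBBP4, 23.9 M for untreated P3F, 20.2 M for H3K9ac, 18.3 M for H3K9me3 and 12.3 M for the Flag IP control. For shScr and shCHD4, it was 23.6 and 22.4 M for P3F, 27.8 and 30.7 M for DNase, 26.4 and 42.6 M for Pol2, and 22.7 and 26.8 M for H3K27ac. A shallower library yields fewer weak peaks, so counts of peaks are given beside widths and covered length.

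CHD4nFlag was detected at 10713 regions and RBBP4 at 32503. RBBP4 overlapped 50.1% of the CHD4nFlag peaks (49.2 to 51.1), against 0.844% by chance placement. It also overlapped 58.0% of the DNase shScr peaks (57.4 to 58.7), so such overlap was not particular to CHD4nFlag. The strongest CHD4nFlag peak, at chr17:40713491-40714196, had a fold enrichment of 31.1 and carried RBBP4, P3F, DNase, Pol2, H3K27ac and H3K9ac peaks, and a Flag IP control peak as well. The strongest RBBP4 peak, at chr3:8753696-8755429, also carried CHD4nFlag, P3F and control peaks. Among RBBP4 peaks outside CHD4nFlag, 62.6% lay within an H3K27ac cluster, 39.03% had a DNase peak and 2.69% had P3F. CHD4nFlag peaks with RBBP4 showed 93.95% within an H3K27ac cluster, 64.6% with DNase and 29.6% with P3F. H3K9ac, a mark of active promoters and enhancers, was lacking at 44.0% of the RBBP4 peaks outside CHD4nFlag and 46.05% of the CHD4nFlag peaks with RBBP4. CHD4nFlag peaks without RBBP4 were different: 86.9% of those 5343 peaks lacked H3K9ac and 18.3% had a DNase peak.

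The question whether these peaks were specific to CHD4 was addressed with the Flag IP control. The control list held 22888 peaks, more than CHD4nFlag, with a median width of 200.0 bp against 334 bp. It overlapped 34.7% of the CHD4nFlag peaks (33.85 to 35.65), with 46.8% of those that carried RBBP4 and 22.65% of those that did not. The control also overlapped 42.7% of untreated P3F peaks, 20.9% of DNase shScr peaks and 18.4% of RBBP4 peaks. After removal of CHD4nFlag peaks found in the control, RBBP4 overlapped 40.9% of the remainder. The control share itself was 21.1% when 50% of a CHD4nFlag peak had to be covered.

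Next, occupancy of P3F sites was examined. Of the 3681 P3F peaks in untreated cells, 1628 carried both CHD4nFlag and RBBP4, which is 44.2% (42.6 to 45.8). RBBP4 alone was found at 20.6%, CHD4nFlag alone at 11.8% and neither at 23.3%. DNase shScr peaks carried both proteins at 15.1%. The strongest P3F peaks, at chr16:86556110-86556732 and chr20:47084000-47084958, overlapped CHD4nFlag and the Flag IP control, whereas the one at chr3:142156953-142157421 overlapped RBBP4 but neither CHD4nFlag nor the control. The share depended on the control and on the list: it was 18.2% without the CHD4nFlag peaks found in the Flag IP control, and 19.5% for the 8043 P3F peaks of shScr cells.

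H3K27ac peaks of shScr cells formed 20525 clusters, of which 480 were large. The large clusters had a median length of 27.3 kb against 1.34 kb for the others and covered 15.3 Mb. CHD4nFlag and RBBP4 were both present in 91.9% of the large clusters (89.1 to 94.0) and in 16.3% of the others. P3F was present in 81.25% against 8.63%, and H3K9ac in 96.9% against 58.7%. Of the 390 large clusters with P3F, 364 held both proteins (93.3%, 90.4 to 95.4), as did 77 of the 90 without P3F (85.6%, 76.8 to 91.4). The Flag IP control was present in 93.75% of the large clusters and 27.9% of the others, and a longer region holds a peak of any kind more often. Without CHD4nFlag peaks found in the control, 78.1% of large clusters held both proteins.

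**Figure D1:**
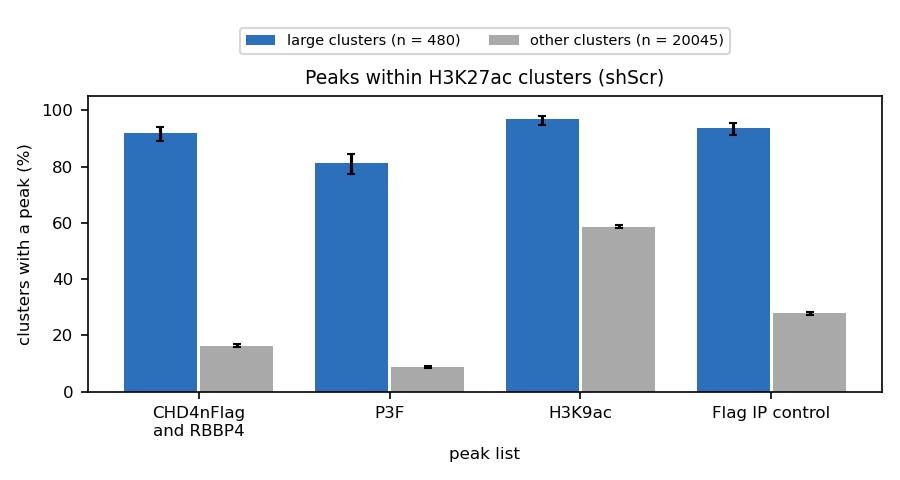
Share of H3K27ac shScr clusters, in percent, that contain a peak of each list named on the horizontal axis, for 480 large clusters (blue) and 20045 others (grey). Bars are shares and error bars 95% Wilson intervals; CHD4nFlag with RBBP4 reached 91.9% and the Flag IP control 93.75% of the large clusters.

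Silencing of CHD4 was followed by different changes in the 4 assays. P3F peaks numbered 8043 in shScr and 10827 in shCHD4 cells, a ratio of 1.35, with a covered length of 2.33 and 3.27 Mb and a median width of 235 and 247 bp. DNase peaks numbered 22601 and 24934, a ratio of 1.10, covering 10.5 and 11.5 Mb with median widths of 423 and 413 bp. H3K27ac peaks numbered 56569 and 62137, a ratio of 1.10, covering 38.5 and 44.0 Mb with median widths of 443 and 474 bp. Pol2 went the other way, from 62806 to 41437 peaks, a ratio of 0.660, in the more deeply sequenced library. Pol2 covered length fell less, from 25.1 to 19.6 Mb (a ratio of 0.782), and its median width rose from 264 to 330 bp. Among peaks with a fold enrichment of at least 5, however, DNase had fewer peaks in shCHD4 than in shScr cells, with a ratio of 0.890.

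Peaks of shScr cells were kept in shCHD4 cells at very different rates. H3K27ac kept 80.9% of its peaks (80.6 to 81.2), DNase 69.0% (68.4 to 69.6), P3F 48.5% (47.4 to 49.6) and Pol2 45.1% (44.7 to 45.5). Chance placement gave 2.63%, 0.856%, 0.602% and 1.39%, respectively. The rates followed peak height. With each shScr list divided into 5 equal groups by −log10 p, kept shares in the strongest group were 99.4% for H3K27ac, 97.9% for Pol2, 93.2% for DNase and 79.9% for P3F. In the weakest group they were 58.2%, 14.8%, 44.7% and 30.1%. The Pol2 peaks absent from shCHD4 cells thus came mainly from the weaker groups, and of those 34476 peaks 14.6% overlapped H3K9ac and 19.3% H3K27ac.

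**Figure D2:**
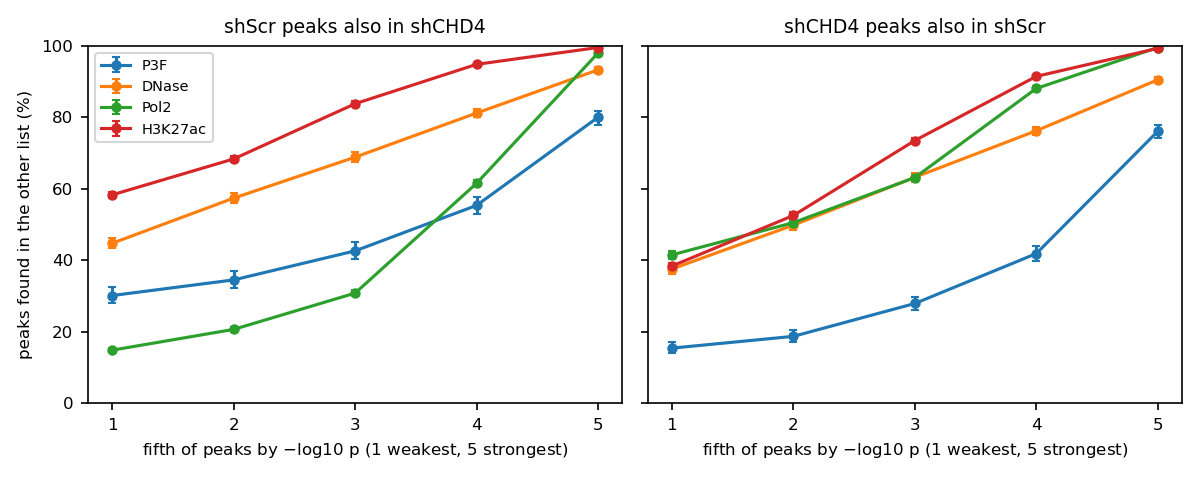
Percent of peaks found in the other list of the pair, for 5 equal groups of each list ordered by −log10 p from 1 (weakest) to 5 (strongest), with shScr peaks sought in shCHD4 (left) and the reverse (right). Points are shares for P3F, DNase, Pol2 and H3K27ac and error bars are 95% Wilson intervals; among shScr peaks, Pol2 went from 14.8% to 97.9% and P3F from 30.1% to 79.9%.

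Single regions gave examples of each change. The strongest H3K27ac peak found only in shCHD4 cells lay at chr12:6716866-6718452, had a fold enrichment of 51.2 and came with DNase and Pol2 peaks that were likewise called in shCHD4 but not in shScr cells. The next one, at chr1:200864020-200865340, also came with a Pol2 peak of shCHD4 cells. The strongest H3K27ac peak found only in shScr cells, at chr1:94592136-94592517, had DNase peaks in both conditions and overlapped the Flag IP control, and that at chr3:86917788-86918170 overlapped no other list. H3K27ac was also called only in shScr cells at chr20:55005038-55006922, a region with CHD4nFlag and RBBP4 where DNase and Pol2 peaks were present only in shScr cells too. The strongest DNase peaks found only in shScr cells, at chr9:41824224-41824438, and only in shCHD4 cells, at chr12:95395-95623, overlapped no other list. DNase was also called only in shScr cells at chr10:72424233-72424888, a region with CHD4nFlag, RBBP4 and P3F peaks that also lay in the Flag IP control, and where H3K27ac, P3F and Pol2 peaks were found in both conditions. Pol2 was called only in shScr cells at chr12:52426971-52427250, within H3K27ac of both conditions, and only in shCHD4 cells at chr1:20993224-20993815, with DNase and H3K27ac peaks of shCHD4 cells alone. P3F was called only in shScr cells at chr2:193020299-193020560 and only in shCHD4 cells at chr13:114803770-114804140, though both regions had a P3F peak in untreated cells.

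Whether accessibility changed at P3F sites was asked by following each class of sites from shScr to shCHD4 cells. A DNase peak was present at 57.4% of the 3681 P3F sites in shScr cells and at 48.1% in shCHD4 cells, a difference of -9.35 percentage points (-10.8 to -7.95), with 534 sites losing and 190 gaining one. At the 1628 P3F sites with CHD4nFlag and RBBP4, it was 83.5% and 69.8%, a difference of -13.7 points (-15.9 to -11.5). P3F sites without CHD4nFlag went from 38.6% to 31.0%, CHD4nFlag and RBBP4 sites without P3F from 56.1% to 53.9% (a difference of -2.20 points, or -4.52 with equal numbers of peaks), and H3K9ac sites from 36.0% to 32.4%. Flag IP control sites had DNase peaks at 21.9% in shScr cells and 21.85% in shCHD4 cells. Sites that had a DNase peak to begin with lost it at rates that differed between classes: 25.3% at P3F sites, 21.8% at P3F sites with both proteins, 22.3% at CHD4nFlag and RBBP4 sites without P3F, 34.4% at P3F sites without CHD4nFlag and 28.7% at H3K9ac sites. Among CHD4nFlag and RBBP4 sites, those with P3F minus those without gave a difference in loss rate of -0.426 points (-3.25 to 2.40). The sites with P3F were P3F peaks (list median width 220 bp) and those without were CHD4nFlag peaks (334 bp). Site width was not matched. Counted over DNase shScr peaks at these sites instead, the height-matched difference in kept share was -2.77 points (-5.29 to -0.251). For all P3F sites against the same class without P3F, the loss rate differed by 2.996 points (0.434 to 5.56) and the height-matched kept share by -4.96 points (-7.31 to -2.62). Gains were found at 12.1% of P3F sites without a DNase peak, 27.6% of those with both proteins and 23.4% of CHD4nFlag and RBBP4 sites without P3F. At H3K9ac sites the difference turned to 2.13 points when 50% of a site had to be covered.

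P3F binding shifted as well. P3F peaks were found at 70.3% of the P3F sites in shScr and 63.7% in shCHD4 cells, a difference of -6.63 points, or -10.2 points without the bins dense in control peaks described last. P3F was found at more sites of other classes. At the 3780 CHD4nFlag and RBBP4 sites without P3F, P3F peaks went from 10.45% to 23.8%, with 633 gained and 128 lost. RBBP4 sites without CHD4nFlag or P3F went from 1.37% to 5.02%, and H3K9ac sites from 3.76% to 7.27%. The shCHD4 list was longer, and when both lists were limited to equal numbers of peaks the gain at CHD4nFlag and RBBP4 sites was 9.63 points. Flag IP control sites also went up, from 10.6% to 14.1%.

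H3K27ac differed little at P3F sites and was found at more sites of some other classes. It was present at 77.2% of the P3F sites in shScr and 77.4% in shCHD4 cells, a difference of 0.245 points (-0.778 to 1.27). That value was -1.28 points with equal numbers of peaks and 3.56 points when 50% of a site had to be covered. H3K9ac sites gained H3K27ac, from 65.4% to 73.15%, as did RBBP4 sites without CHD4nFlag or P3F, from 56.95% to 62.3%. Flag IP control sites went from 45.35% to 49.1%. Pol2 was lower at H3K9ac sites, 59.1% against 54.1%, and at P3F sites, 58.4% against 54.7%. With equal numbers of strongest peaks, shCHD4 cells were 0.119 points higher in Pol2 at H3K9ac sites and 5.52 points higher at P3F sites. That setting shortened only the longer shScr list, so both Pol2 differences could only move upward. It therefore does not decide whether they came from the shorter shCHD4 list. The difference at P3F sites was -3.75 points as deposited and -6.29 points without the dense bins.

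**Figure D3:**
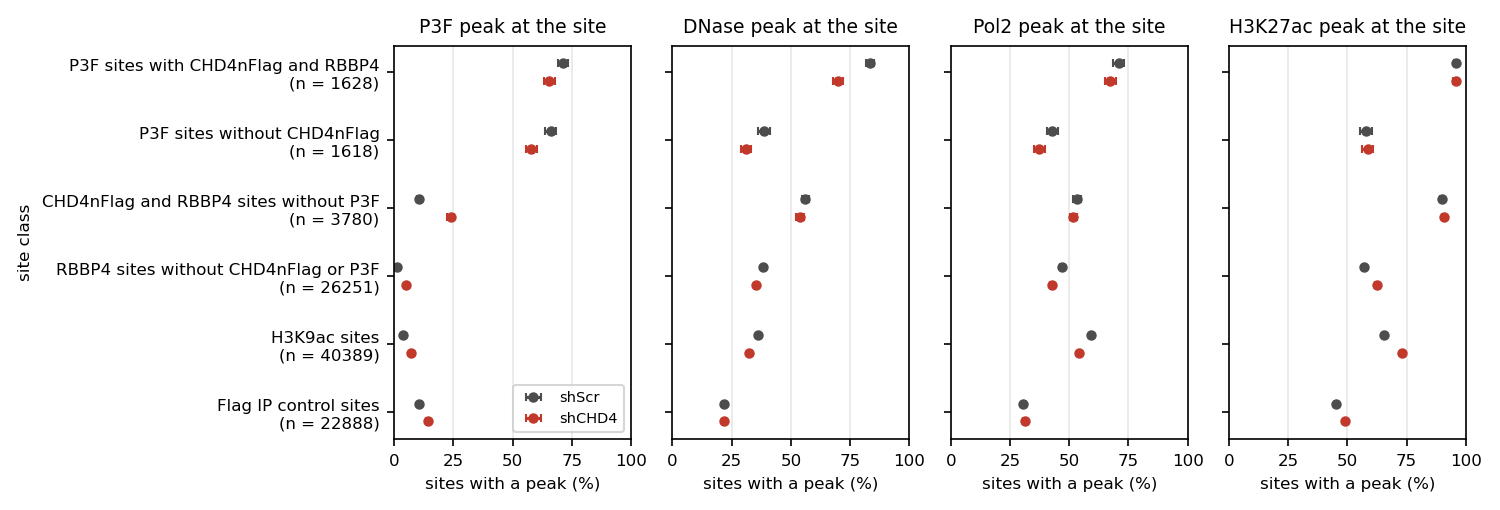
Percent of sites with a P3F, DNase, Pol2 or H3K27ac peak in shScr (dark grey) and shCHD4 (red) cells, for 6 classes of sites listed with their number. Points are shares and error bars 95% Wilson intervals; DNase at P3F sites with CHD4nFlag and RBBP4 moved from 83.5% to 69.8%, and P3F at CHD4nFlag and RBBP4 sites without P3F from 10.45% to 23.8%.

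P3F peaks of shScr cells that overlapped both CHD4nFlag and RBBP4 were kept in shCHD4 cells at 73.3% (71.1 to 75.4), and those without CHD4nFlag at 39.3%. At matched peak height the difference was 19.4 points (16.7 to 22.1), and in the reverse direction, for shCHD4 peaks sought in shScr cells, 15.8 points (13.2 to 18.3). With P3F peaks that overlapped the Flag IP control left out of both groups, it was 13.05 points (8.935 to 17.2), and 8.93 points (4.86 to 13.0) when 50 height groups were used as well. When CHD4nFlag peaks found in the control were removed instead, which moved P3F peaks on them into the group without CHD4nFlag, it was 1.90 points with an interval that included 0 (-2.19 to 5.99).

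Large H3K27ac clusters held less accessible sequence after CHD4 silencing. DNase peaks covered 689 kb of the 480 large clusters in shScr and 566 kb in shCHD4 cells, a ratio of 0.821, with median widths of 485 and 453 bp. The covered length was lower in 326 clusters, higher in 144 and equal in 10. In the other clusters the ratio was 0.972. With clusters defined on both H3K27ac lists the ratios were 0.896 in the large and 1.04 in the other clusters, and with clusters defined on the shCHD4 list 0.927 and 1.05. DNase peaks of shScr cells were kept at 68.3% in large clusters (65.7 to 70.8), 73.85% in other clusters and 57.1% outside clusters. At matched height, the kept share in large clusters minus that in other clusters was -6.72 points (-9.34 to -4.10), and minus that outside clusters it was 1.87 points (-0.972 to 4.70). Against all remaining peaks it was -4.52 points (-7.12 to -1.92), or -8.80 points with stitching within 5 kb. In the reverse direction, for shCHD4 peaks sought in shScr cells, the difference from other clusters was 2.205 points (-0.261 to 4.67). The reverse difference was 32.9 points (30.3 to 35.5) from peaks outside clusters and 13.9 points (11.4 to 16.3) from all remaining peaks.

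The 5 highest-ranked clusters did not all go the same way. At chr11:17665756-17752206, a cluster of 86.45 kb, DNase peaks went from 5 to 2 and covered 1.68 kb in shScr and 0.639 kb in shCHD4 cells, while H3K27ac peaks went from 26 to 23. Of the 3 DNase peaks no longer counted, 1 overlapped a shCHD4 peak at chr11:17752330-17752663, which began just past the cluster end set by the shScr list. At chr5:172877944-172949362, DNase peaks went from 5 to 3, and at chr17:27362670-27443491 from 9 to 8. The cluster at chr15:58729177-58845080 had 8 DNase peaks in both conditions. The highest-ranked cluster, at chr15:93103707-93237198, had 12 and 13, and their covered length rose from 8.52 to 10.8 kb. Like the clusters on chromosomes 5 and 17, it lay in a bin dense in control peaks, described last. It held 97 Flag IP control peaks, which covered 55.7 of its 133.5 kb. P3F peaks went from 106 to 98 in that cluster, from 13 to 16 in the one on chromosome 5, from 11 to 24 on chromosome 17, from 9 to 12 on chromosome 11 and from 6 to 20 at chr15:58729177-58845080. Across all large clusters, P3F covered 581 and 757 kb, a ratio of 1.30, against 1.68 in the others. The P3F length was lower in 142 large clusters, higher in 286 and equal in 52. Peak lengths without the spike-in do not give the amount of P3F bound. Using spike-in normalization, the study reported less P3F binding at super-enhancers after CHD4 knockdown. Length ratios in large clusters were not recomputed without dense bins. H3K27ac covered 6665 and 6120 kb of the large clusters, a ratio of 0.918 that was also found in the others, with median widths of 623.5 and 703.5 bp in the large ones. That decrease followed from defining clusters on the shScr list, as the ratio was 1.02 for clusters defined on both lists and 1.09 for those defined on the shCHD4 list.

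**Figure D4:**
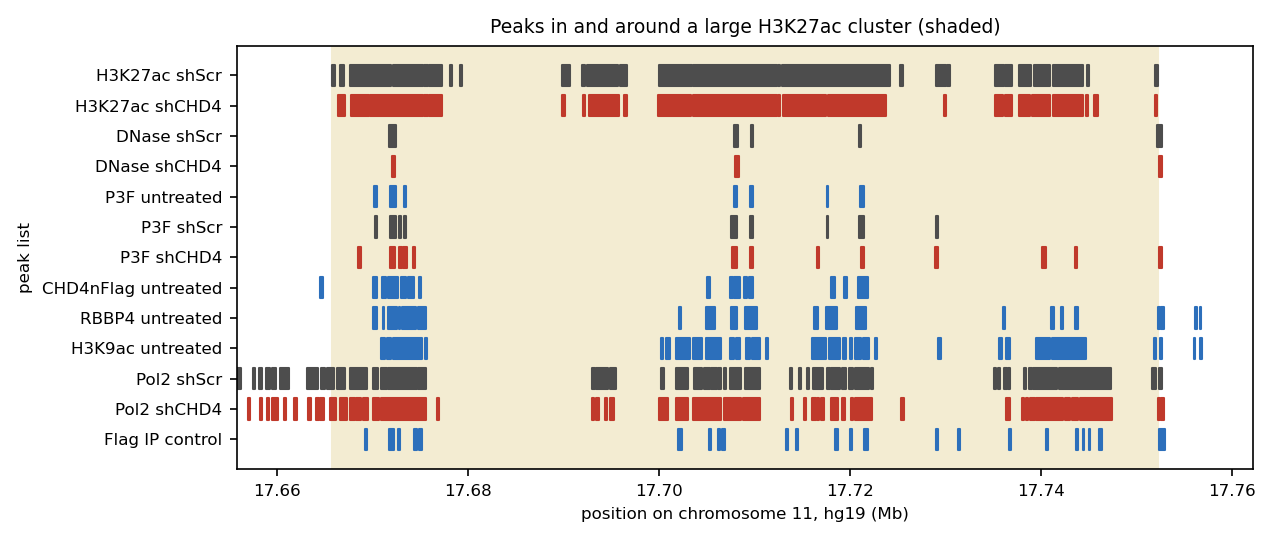
Peaks of 13 lists at the large H3K27ac cluster chr11:17665756-17752206 (shaded), with hg19 position in Mb on the horizontal axis and 1 line per list. Boxes are peaks drawn to scale in shScr (dark grey), shCHD4 (red) and untreated or control cells (blue); DNase peaks in the cluster went from 5 to 2, with 1 further shCHD4 peak just past its right end, and H3K27ac peaks from 26 to 23.

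P3F peaks were not spread evenly over the genome. The segment of chromosome 15 from 92 to 102 Mb held 22.4% of untreated, 27.04% of shScr and 18.7% of shCHD4 P3F peaks. It also held 7.92% of the Flag IP control and 7.08% of the CHD4nFlag peaks, but 0.473% of the H3K9ac peaks. Across the genome, 49 bins of 1 Mb with at least 50 control peaks, 10 of them in this segment, held 44.5% of the P3F shScr peaks and 4.89% of the H3K9ac peaks. These bins were chosen after the data were seen. Leaving them out changed the DNase difference at P3F sites to -13.35 points, and the loss rate there minus that at CHD4nFlag and RBBP4 sites without P3F to 5.01 points (2.20 to 7.83), whereas for P3F sites with both proteins it was 0.929 points (-2.22 to 4.08).

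**Figure D5:**
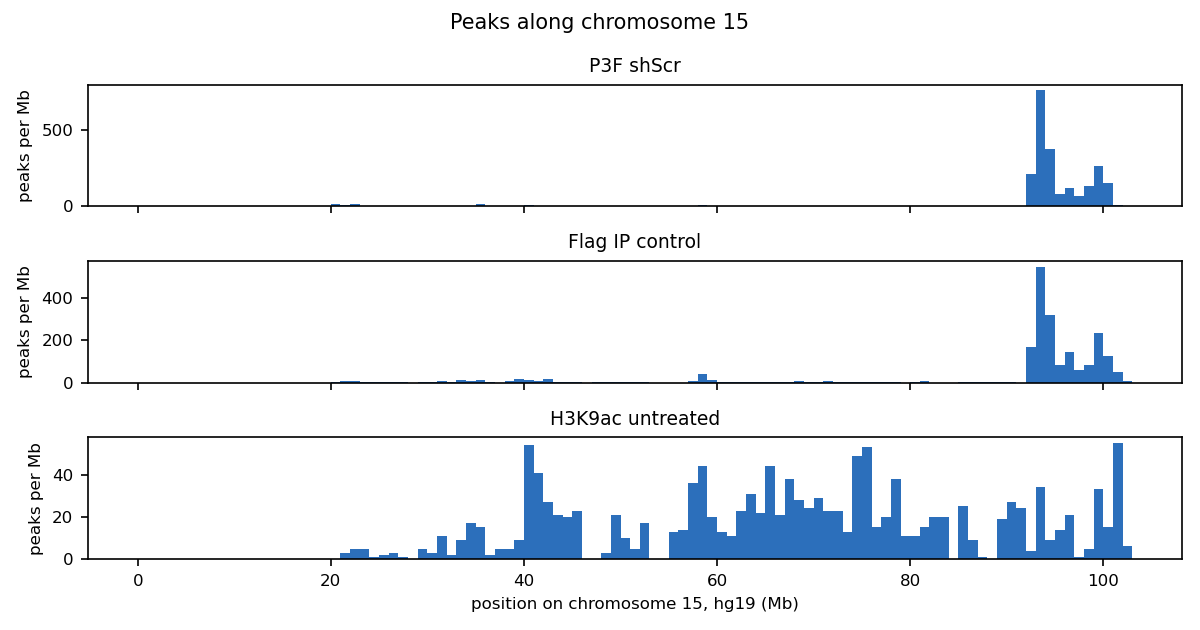
Number of peaks per 1 Mb bin along chromosome 15 (hg19 position in Mb) for P3F shScr, the Flag IP control and H3K9ac, each on its own vertical scale. Bars are counts in 1 library each; the bin starting at 93 Mb held 760 P3F shScr peaks, 546 control peaks and 34 H3K9ac peaks.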

Values the study reported

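The study reported that 42% of P3F locations in RH4 cells, 1,538 of 3,696 peaks, were also bound by CHD4/NuRD, which it defined from CHD4, HDAC2, RBBP4 and MTA2. It counted 4,599 CHD4/NuRD locations and 8,901 NuRD locations without CHD4. For super-enhancers, which it defined from H3K27ac peaks away from transcription start sites, the study gave 810 in RH4 cells. HDAC2, RBBP4 and MTA2 were present in 784 of them, and 595 of these were co-bound by CHD4. Among 452 super-enhancers occupied by P3F, 407 (90%) also held CHD4/NuRD. The study stated a depth of 25,000,000 to 30,000,000 unique reads per sample.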

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

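The H3K9me3 and H3K9me1 lists entered no comparison above, and the following values were picked out because they lay above the same value in the Flag IP control. They were chosen after the lists were seen. Of the 7099 H3K9me3 peaks, 565 lay on chromosome 19 (7.96%, 7.35 to 8.61), against 439 of the 22888 control peaks (1.92%). Pol2 shScr had 6.10% and H3K9ac 5.25% of their peaks there, so part of that excess was shared by other lists. Untreated P3F (1.60%) and H3K9me1 (0%) lay below the control. On chromosome 20 lay 798 H3K9me3 peaks (11.2%, 10.5 to 12.0), against 5.02% of the control peaks. P3F had 9.79% of its shScr and 9.72% of its shCHD4 peaks there and H3K9me1 25.7%, so that excess was not particular to H3K9me3. Untreated P3F, however, had 5.05% there, close to the control. H3K9me3 overlapped 27 of the 70 H3K9me1 peaks (38.6%, 28.05 to 50.3), against 1.37% of the control peaks. Of the same 70 peaks, P3F of shScr cells overlapped 44.3% and P3F of shCHD4 cells 34.3%, so the overlap was not particular to H3K9me3. Untreated P3F overlapped 17.1% of them, as did the Flag IP control. No explanation was tested for any of these values.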

How the results depend on the processing

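For 36 results, 141 alternative values were computed, of which 62 followed settings chosen before the data were examined and 79 were added after seeing the data: a −log10 p of at least 11, the removal of dense bins, clusters on the shCHD4 list, 50 height groups, P3F peaks outside control peaks, and every setting for site classes and for DNase length in large clusters. Of these values, 73 stayed within the interval of the main value (for ratios, within 1.5 times) and 62 moved beyond it. Another 6 reversed a direction (for differences, one whose interval excluded 0). The cause was not tested except where the setting itself removed peaks. The limit of 1.5 times is wide, so a ratio that stayed within it may still have changed. With equal numbers of strongest peaks, the covered length ratio went from 1.404 to 1.105 for P3F and from 0.782 to 0.972 for Pol2. That setting shortens only the longer list, so the P3F ratio could only fall and the Pol2 ratio only rise. The share of distal peaks and the proximal distance of 1000 bp were not run, since no hg19 annotation was used. No paired analysis was possible because each group had 1 library. Single libraries and an estimated Flag IP control depth of 12.3 M reads limit how far weak peaks can be compared.

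The reversed values were a DNase peak count ratio of 0.890 at a fold enrichment of at least 5, an H3K27ac length ratio in large clusters of 1.02 on the union and 1.09 on the shCHD4 list, Pol2 differences with equal numbers of peaks of 5.52 points at P3F sites and 0.119 points at H3K9ac sites, and a DNase difference of 2.13 points at H3K9ac sites with 50% of the site covered. The Pol2 value at H3K9ac sites had an interval that included 0. The H3K27ac difference at P3F sites, whose main interval included 0, also changed sign with equal numbers of peaks and without dense bins, as given below.

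With 50% of the length covered, kept shares were 43.9% for P3F, 59.4% for DNase, 38.9% for Pol2 and 76.9% for H3K27ac. CHD4nFlag overlap was 37.15% with RBBP4 and 21.1% with the control, and 41.2% of P3F peaks had both proteins. Site differences were -11.7 points for DNase and 3.56 for H3K27ac at P3F sites, -16.8 for DNase at P3F sites with both proteins, 8.97 for P3F at CHD4nFlag and RBBP4 sites without P3F, and -3.41 for Pol2 and 9.55 for H3K27ac at H3K9ac sites.

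Equal numbers shorten only the longer list, so that the share of sites or peaks overlapped by that list can only fall. The Pol2 kept share was not bound in this way, because the longer Pol2 list was shScr, and it rose from 45.1%. With this setting, equal numbers of strongest peaks, kept shares were 43.1% for P3F, 65.8% for DNase, 59.7% for Pol2 and 78.1% for H3K27ac, 64.5% for DNase in large clusters and 68.9% for P3F at CHD4nFlag and RBBP4 sites. Site differences were -11.25 points for DNase, -9.54 for P3F and -1.28 for H3K27ac at P3F sites, -16.3 for DNase at P3F sites with both proteins, 9.63 for P3F and -4.52 for DNase at CHD4nFlag and RBBP4 sites without P3F, and -5.32 for DNase and 5.86 for H3K27ac at H3K9ac sites.

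At a −log10 p of at least 10, DNase kept 67.9%, the control overlapped 33.2% of CHD4nFlag peaks, and H3K9ac sites differed by -4.17 points for DNase and -5.40 for Pol2. At 11, the control share was 32.7%, and differences were -6.22 points for Pol2 at P3F sites, -16.65 for DNase at P3F sites with both proteins, and -4.43 for DNase and -5.90 for Pol2 at H3K9ac sites.

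Removal of CHD4nFlag peaks found in the control left RBBP4 at 40.9% of CHD4nFlag peaks, both proteins at 18.2% of P3F peaks, 78.1% of large clusters and 77.95% of those with P3F, and 53.85% of peaks with both proteins without H3K9ac and 91.5% within clusters. P3F kept at such sites was 61.8%, and the height-matched difference 1.90 points, with an interval that included 0. That last value fell by construction, since well-kept P3F peaks over the control passed into the comparison group. With P3F peaks over the control left out of both groups it was 13.05 points, or 8.93 with 50 height groups.

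The P3F shScr list gave 19.5% of P3F peaks with both proteins. Stitching within 5 kb gave a kept DNase share of 65.1% in large clusters and a matched difference of -8.80 points. With 50 height groups, matched differences were 16.15 points for P3F and 11.6 for Pol2.

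Without dense bins, P3F kept 39.9% and Pol2 44.6%, RBBP4 overlapped 52.8% and the control 29.03% of CHD4nFlag peaks, 50.85% of P3F peaks had both proteins, and the matched P3F difference was 23.4 points. P3F sites differed by -13.35 points for DNase, -10.2 for P3F, -6.29 for Pol2 and -1.09 for H3K27ac, and those with both proteins by -15.9 for DNase.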

Other observations

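Peaks found only in shCHD4 cells and peaks found only in shScr cells had different overlaps with some lists and similar overlaps with others. Of the 18048 H3K27ac peaks found only in shCHD4 cells, 23.1% overlapped an H3K9ac peak of untreated cells and 17.0% a DNase peak of shCHD4 cells, against 9.58% and 8.35% of the 10815 found only in shScr cells. With DNase peaks of shScr cells, the shares were 10.1% and 12.2%. DNase peaks found only in shCHD4 cells carried H3K9ac at 23.9% and RBBP4 at 25.9%, whereas those found only in shScr cells carried them at 39.2% and 46.0%. Among the DNase peaks found only in shCHD4 cells, 51.5% overlapped H3K27ac of shCHD4 and 36.8% H3K27ac of shScr cells. P3F peaks found only in shCHD4 cells overlapped H3K9ac at 27.35% and RBBP4 at 30.65%, whereas of the 4145 found only in shScr cells 456 overlapped H3K9ac and 18.96% RBBP4. A P3F peak of untreated cells was overlapped by 5.08% of those found only in shCHD4 cells and 14.6% of those found only in shScr cells. Pol2 peaks found only in shCHD4 cells overlapped CHD4nFlag at 11.2% and H3K9ac at 17.6%, against 3.68% and 14.6% of those found only in shScr cells. Close shares were also found for CHD4nFlag at P3F peaks (16.5% and 15.9%) and for RBBP4 at H3K27ac peaks (12.8% and 11.05%). These groups were chosen after the lists were seen and were not tested against each other.

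P3F lists differed also between cells without silencing. With the 3681 strongest peaks of each list, 59.0% of the untreated P3F peaks were found in shScr cells and 49.3% in shCHD4 cells, while 49.1% of the shScr peaks were found in shCHD4 cells.

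Some of the tests below were chosen only after the result was seen: the ratio of DNase peak counts, the reverse comparisons, the comparisons of net DNase differences, loss rates and matched kept shares between P3F sites and the class without P3F, the matched kept share of CHD4nFlag and RBBP4 peaks, the depth and scaling ratios for Pol2, and the depth ratio for the Flag IP control. The use of 50 height groups, a −log10 p of at least 11 and the removal of dense bins was also added after seeing the data. In addition, 4 criteria were amended after their values had been seen. They were those for the matched DNase share at P3F sites, the net DNase difference, the DNase loss rate and the matched Pol2 share. All 4 explanations are left open here, that of the loss rate only within CHD4nFlag and RBBP4 sites. The ratio of DNase peak counts replaced a test with equal numbers of peaks, whose outcome was fixed because only the longer shCHD4 list was shortened.

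Fewer P3F sites had a DNase peak after CHD4 silencing. A shorter list did not account for this in the lists as deposited, where shCHD4 had 1.10 times as many DNase peaks as shScr. At a fold enrichment of at least 5 that ratio was 0.890, and the difference at P3F sites was not computed with that filter. A lower signal of the whole shCHD4 library stays open, as the matched kept share at P3F sites was 1.82 points above that elsewhere (-0.0698 to 3.70), although it differed by -4.96 points (-7.31 to -2.62) from CHD4nFlag and RBBP4 sites without P3F, and in the reverse direction, for shCHD4 peaks sought in shScr cells, P3F sites were 22.6 points above elsewhere (21.1 to 24.1). Matched kept shares were uneven between other classes, 7.205 points higher at CHD4nFlag and RBBP4 peaks than at peaks without CHD4nFlag (6.83 with 50 height groups), which does not decide the matter for P3F sites. Loss of DNase peaks at one rate, with or without P3F, stays open only within CHD4nFlag and RBBP4 sites. There the rate with P3F minus that without was -0.426 points (-3.25 to 2.40), with sites taken from different lists. At matched height, the kept share of DNase shScr peaks with P3F minus that without was -2.77 points (-5.29 to -0.251), which goes against a common rate. For shCHD4 peaks sought in shScr cells it was 10.4 points (8.35 to 12.4). The loss rates and the matched shares thus differ, and the question is not decided. Over all P3F sites the rate was not the same: 34.4% without CHD4nFlag (30.8 to 38.2) and 21.8% with both proteins (19.7 to 24.1). The rate at all P3F sites minus that at CHD4nFlag and RBBP4 sites without P3F was 2.996 points (0.434 to 5.56). The net difference from that class was -7.15 points (-9.22 to -5.08), and -10.99 points (-13.5 to -8.50) without dense bins, where loss rates differed by 5.01 points for all P3F sites and 0.929 points (-2.22 to 4.08) for those with both proteins, and an effect of CHD4 silencing on P3F sites remains open beside the technical ones.

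Pol2 had fewer peaks after CHD4 silencing. Neither depth nor scaling accounted for it, since the estimated depth of shCHD4 was 1.615 times that of shScr and the background per position after scaling 1.32 times. A uniform loss of enrichment stays open: shScr peaks of the same height were kept 14.8 points more often at H3K9ac peaks than elsewhere (14.0 to 15.6), and 11.6 points with 50 height groups, but shCHD4 peaks were found in shScr cells 15.6 points more often there as well (14.6 to 16.6). The criterion set in advance was wrong to take such a gap as evidence against a uniform loss, since it is there where no loss is at issue. An effect of CHD4 silencing and background that differs between single immunoprecipitations also stay open and untested, as 1 library per condition cannot separate them.

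The Flag IP control had more peaks than CHD4nFlag. A lower p threshold of the control list was argued against, because at a −log10 p of at least 11 the control had 20294 peaks against 10713, a ratio of 1.89. Greater depth was too, with a ratio of estimated depths of 0.548, and so was a copy number gain on chromosome 15, where the 15 Mb richest in control peaks held 7.99% of them (7.64 to 8.35). The study names wildtype cells as the control of its Flag pull-downs, but the cells of the ChIP control are not described in the sources used here, and no biological explanation was tested.

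The estimated depth of the Flag IP control was 12.3 M reads. That is lower than the depth quoted from the study above, as were most of the other estimates.

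The counts of large clusters and of CHD4nFlag peaks with RBBP4 rest on other definitions than the super-enhancers and CHD4/NuRD locations quoted from the study above, namely all H3K27ac peaks of the shScr list and RBBP4 as the single NuRD partner, and no direction between them is given.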
